A study of Mus musculus with 5 samples.

How the data were processed

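H3K27ac, the acetylation of lysine 27 of histone H3 that marks active promoters and enhancers, was measured by ChIPmentation, a form of chromatin immunoprecipitation in which the Tn5 transposase adds the sequencing adapters to the bound chromatin. Per the labels, the cells were CD45.2-positive, lineage-negative, Sca1-positive and Kit-positive mouse bone marrow cells, named there as haematopoietic stem cells and multipotent progenitors (HSC/MPP), with Mll3 and Mll4 deleted. Per the labels there were 4 H3K27ac libraries and 1 input library of this genotype. No library of another genotype was used here.

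The data were 1 deposited peak list for the 4 H3K27ac libraries together, named as the overlap set of H3K27ac peaks over input. The labels state no aligner, peak caller, genome build or filter, and the list has no header. Each line gives the position of a peak, its summit, a score, a signal value, a p-value and a q-value. The signal value was read as the authors' enrichment ratio of the H3K27ac pileup over the background, which is the usual content of this column. It was not the plain ratio of the scaled pileup and background solved among the other observations. The lowest such ratio was 1.451, against a lowest signal value of 1.436. The p and q columns hold the authors' −log10 p-values and −log10 q-values. The lowest −log10 p was 2.01, just past an unadjusted p-value of 0.01. The deposited score was 10 times the −log10 p, rounded down and held at 1000, in 22939 lines, and it was off by 1 in the other 9 lines. All scores, ratios and p-values of single peaks quoted here are the authors'. They were used only to describe, rank or filter peaks within the list. The columns held no values of single libraries, so there was no replicate error, no test between replicates and no comparison between genotypes.

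Total read counts were not given. The signal values and p-values moved in fixed steps, from which the depth of the pooled H3K27ac libraries relative to the input was estimated, as a hypothesis, among the other observations. Intervals on shares are 95% Wilson intervals over peaks. They cover counting error only and say nothing about replicate libraries. Intervals on differences of medians come from 1000 bootstrap draws of peaks.

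Gene positions came from an NCBI RefSeq gene table of mouse assembly GRCm38.p6, with 21887 protein-coding genes on the assembled chromosomes among 49943 genes of all kinds. The list names no build. The match was tested on the list: 32.5% of summits lay within 1 kb of an end of a protein-coding gene. After all summits were moved by 50 kb, 5.36% did so for a move to lower coordinates and 5.55% for a move to higher coordinates. The peak coordinates were therefore treated as GRCm38, and only peak coordinates are printed. They are 1-based. The table gives neither strand nor exons, so a peak could not be placed at a start as against the other end of a gene, or in an exon, intron or UTR. Where the plan made before the data were examined spoke of a transcription start or promoter, either end of the gene was used instead. All symbols of the 5 fixed gene lists were in the table.

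A peak was near a gene end when its summit lay within 1 kb of either end of a protein-coding gene, and distal otherwise. A gene had a peak at an end when a peak overlapped the 1 kb on either side of an end. Random placement drew 100 sets of summits over the span of genes and peaks on each chromosome, since assembly gaps were not used here. Fixed lists of 20 genes each (stem cell, myeloid, B-cell, housekeeping and non-blood genes) were compared with 10000 random lists of 20 protein-coding genes. The value is the list's percentile, with ties counted by the midpoint. It describes this peak list and is not a p-value, since genes are not replicates. A planned match of the random lists on CpG content needed a genome sequence and was replaced by lists from all protein-coding genes, with lists matched on the quintile of gene length as an alternative. The motif counts and the CpG content at summits that had been planned were not run for the same reason. The 12 fixed enhancer positions were taken as offsets from a gene's low end towards higher coordinates and from its high end towards lower coordinates, with a tolerance of 2 kb. Random draws applied the same offsets to genes with a peak at an end. Distal peaks within 12 kb were joined into clusters and ranked by the sum of signal value times length. Top clusters lay past the point where the scaled ranked curve reached a slope of 1.

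Before the data were examined, the names to be printed were fixed as the deleted genes, the members of the stem cell, myeloid and B-cell lists without a peak or with the 3 strongest, non-blood genes with a peak, the 5 strongest peaks, the 5 top clusters and the enhancer positions. A member of these lists is not reported here. Other names were chosen after their values were seen. The alternatives were stricter lists (−log10 q of at least 5, signal value of at least 4), other distances, all annotated genes, merging of peaks within 1 kb, and other random lists. A list held to a q-value of at most 0.05, the length-matched random lists, and draws for the enhancer positions from genes matched on having a peak at an end or from all protein-coding genes, were added after the data were seen.

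Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data. With 22948 summits placed so that 41.9% should lie near a gene end, 41.6% were found there. All 10 lists drawn from 200 genes with added peaks passed the 95th percentile, as did 3 of 100 lists drawn from 2000 unchanged genes. Of 2918 simulated peak lines, 99.8% gave back the pileup they were made with.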

Results

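The peak list held 22948 H3K27ac peaks called over input from 4 libraries of Mll3/4-deleted cells sorted as HSC/MPP, with 1 input library of the same genotype. Mll3 and Mll4 (gene symbols Kmt2c and Kmt2d) encode histone methyltransferases of the COMPASS family that act mainly at enhancers. The list answers where H3K27ac was found in cells labelled as lacking these genes. It holds no control genotype and no value of a single library, so gains and losses were not measured.

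No peak overlapped another, and the peaks covered 27.2 Mb. The median peak width was 854 bp (interquartile range 512 to 1480 bp), and 27 peaks were wider than 10 kb. The median signal value was 3.27 (interquartile range 2.69 to 4.62), with a range from 1.44 to 34.05. A q-value above 0.05 was attached to 4859 peaks, or 21.2% of the list. The size of the list moved most with the signal value: 7787 peaks had a signal value of at least 4.

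The numbers in the peak names ran from 1 to 29745, and −log10 p never rose along them. Of these numbers, 6797 were absent. In the top 5000 numbers, 99.9% were present. The share was 95.6% for numbers 10001 to 15000, 78.8% for 15001 to 20000, 55.0% for 20001 to 25000 and 31.5% from 25001 on. The last group had −log10 p between 2.01 and 3.01.

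Of all peaks, 7468 had their summit within 1 kb of an end of a protein-coding gene. This was 32.5% of the list (95% Wilson interval 31.9% to 33.2%), against 3.12% on average over 100 random placements, whose range was 2.91% to 3.42%. A further 46.3% of peaks were distal and inside a protein-coding gene, and 21.1% were distal and outside such genes. The median distance of distal summits from a gene end was 23.1 kb. The share near a gene end rose to 53.5% among peaks with a signal value of at least 4, the alternative that moved it most. It rose with the strength of the peak, from 8.77% (7.43% to 10.3%) of the 1483 peaks with −log10 p under 3 to 59.6% (57.7% to 61.6%) of the 2426 peaks with −log10 p of 20 or more.

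**Figure D1:**
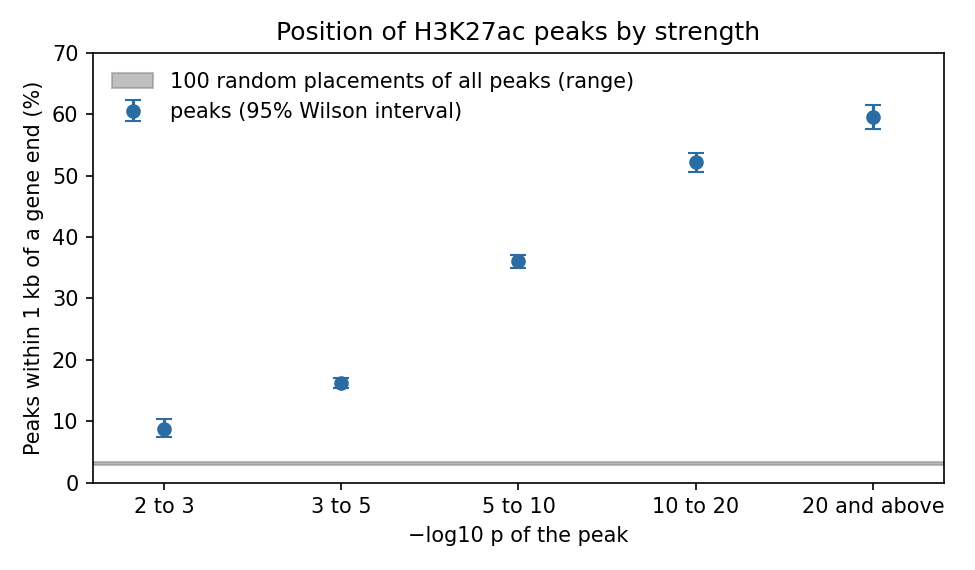
Share of peaks with a summit within 1 kb of an end of a protein-coding gene (y axis, percent) in bins of the authors' −log10 p (x axis). Points are shares with 95% Wilson intervals, and the grey band is the range of 100 random placements of all peaks (2.91% to 3.42%); the share rises from 8.77% in the weakest bin to 59.6% in the strongest.

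Peaks near a gene end were stronger than distal peaks. Their median signal value was 4.25 (interquartile range 3.22 to 5.94), against 2.97 (2.57 to 3.88) for distal peaks. The difference of the medians was 1.29 (bootstrap interval 1.23 to 1.33), and the peak near a gene end was the stronger in 72.9% of all pairs of a near and a distal peak. The difference shrank most, to 0.49, among peaks with −log10 q of at least 5. Widths differed less. The median was 928 bp near gene ends and 816 bp for distal peaks, a difference of 112 bp (91 to 137 bp). This direction did not hold in stricter lists. With a q-value of at most 0.05 the near peaks were narrower, the difference being -86 bp, and with −log10 q of at least 5 it was -539.5 bp.

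The X chromosome carried 326 peaks, or 0.337 per protein-coding gene, against 1.09 on the autosomes together. The ratio was 0.308. Single autosomes ranged from 0.635 peaks per gene on chromosome 7 to 1.58 on chromosome 12, so the X chromosome lay below all 19 autosomes. Counted per megabase of sequence, the ratio was 0.206. Of the X peaks, 24 lay between 169969854 and 170676241, at the high end of the chromosome, and the ratio was 0.286 without them. The Y chromosome carried 4 peaks, all between positions 90723636 and 90744569.

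**Figure D2:**
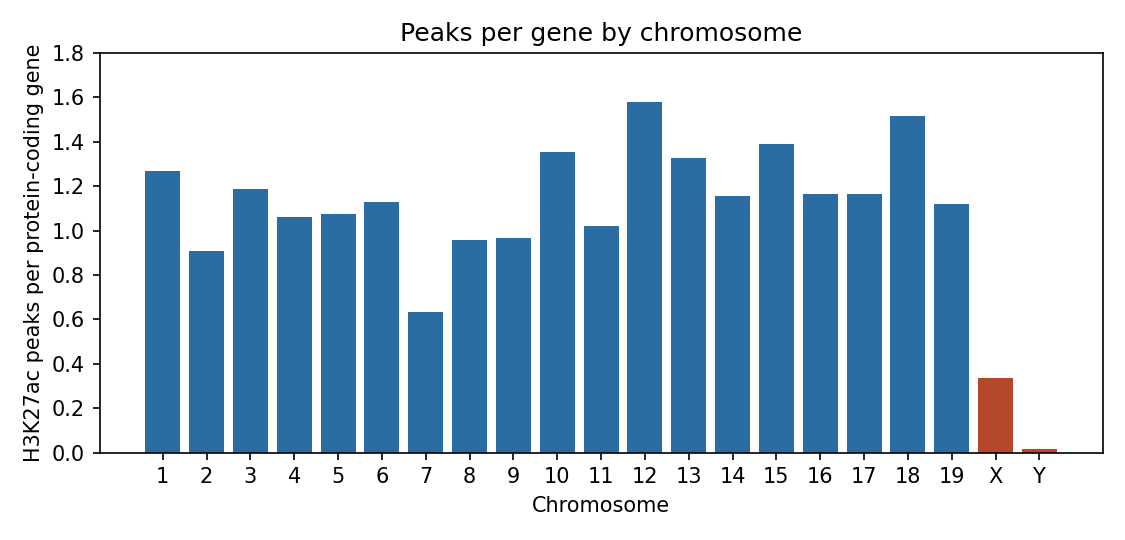
H3K27ac peaks per protein-coding gene (y axis) on each chromosome (x axis); bars are single values of the pooled list, with the sex chromosomes in red. The X chromosome (0.337) lies below every autosome, of which chromosome 7 has the lowest value (0.635).

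The deleted genes both had peaks at an end. At Kmt2c, peaks lay at both ends of the gene, and the strongest, on chromosome 5 from 25499110 to 25499553, had a signal value of 5.17 and −log10 q of 9.80. At Kmt2d, a single peak on chromosome 15 from 98830732 to 98832470 had a signal value of 5.60 and −log10 q of 15.1. The list does not show whether the deleted exons were absent.

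The title of the series names stem cell self-renewal, myeloid identity and B-cell priming, and lists of 20 genes for each were compared with random lists. Among all protein-coding genes, 7929 (36.2%) had a peak at an end, and random lists of 20 genes had a median of 7 such genes. The B-cell list had 17, more than any of the 10000 random lists. The stem cell list had 6 (percentile 28.8) and the myeloid list 4 (percentile 6.90). Of the housekeeping genes 19 had a peak, and of the non-blood genes 0. A stricter list moved the stem cell and myeloid values most. With −log10 q of at least 5, the stem cell list had 5 genes (percentile 55.4), the myeloid list 4 (percentile 36.1) and the B-cell list 16. With 2.5 kb, the stem cell list had 8 (percentile 52.5). The B-cell list stayed above the 95th percentile in each of the 5 alternatives tried.

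The strongest peaks at B-cell genes were at Blnk on chromosome 19 (40985914 to 40997660, signal value 13.6), Foxo1 on chromosome 3 (52268541 to 52309390, signal value 12.4) and Ebf1 on chromosome 11 (44617652 to 44628576, signal value 12.4). The peak at Foxo1 was 40850 bp wide, the widest of the list. The B-cell genes without a peak at an end were Blk, Cd22 and Ms4a1. Cd79b had a single peak, with a signal value of 2.69, that reached the windows at both ends, and Vpreb1 and Igll1, which lie side by side, had peaks with signal values of 8.42 and 6.10. The median of the strongest signal value per gene with a peak was 8.45 for the 17 B-cell genes and 5.998 for the 19 housekeeping genes.

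In the stem cell list, the strongest peaks were at Meis1 (signal value 12.2), Runx1 (10.1) and at Hoxa9 and Hoxa10, which shared a peak with a signal value of 7.44. Kit had a signal value of 5.66 and Lyl1 one of 2.72. Genes without a peak at an end included Mecom, Hlf, Hoxb5, Gata2, Tal1, Lmo2, Erg, Fli1, Gfi1b, Prdm16, Procr, Mycn and Tek. Of these, Erg and Fli1 had distal peaks within 50 kb of an end, 11 and 13 in number. In the myeloid list, peaks lay at Csf2ra (9.12), Klf4 (4.28), Gfi1 (4.25) and Spi1 (4.11). None was found at Cebpa, Cebpb, Cebpe, Cebpd, Irf8, Csf1r, Csf3r, Mpo, Elane, Prtn3, Ctsg, Ms4a3, Lyz2, Itgam, Fcgr3 and Cd33. These genes had no peak that passed the authors' calling at this depth, which does not show that H3K27ac was absent.

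**Figure D3:**
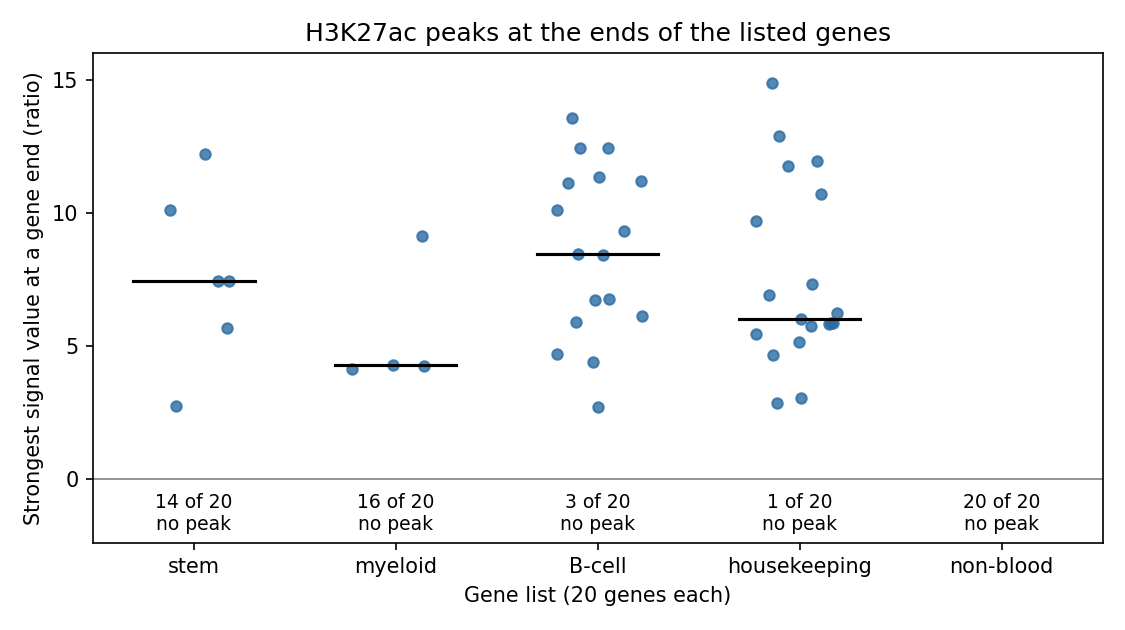
Signal value of the strongest H3K27ac peak at an end of each gene (y axis, enrichment ratio) in 5 lists of 20 genes (x axis). Points are genes with a peak, black lines are their medians (8.45 for the B-cell list, 5.998 for the housekeeping list), and the text below gives the genes without a peak, from 1 of 20 housekeeping genes to all 20 non-blood genes.

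Distal peaks were counted within 50 kb of either end of each gene. The median over all protein-coding genes was 0. The B-cell list had a median of 6.5 distal peaks per gene, more than any of the 10000 random lists, and 19 of its 20 genes had at least 1. Rag1 and Rag2, Blnk and Dntt, and Vpreb1 and Igll1 lie close together. The windows of each pair overlap, so a distal peak could count for both genes, and the random lists were not matched on this. Among peaks with −log10 q of at least 5, its median was 1 (percentile 99.93). The medians were 0 for the stem cell list (percentile 31.2), 1 for the myeloid list (percentile 88.5), 1 for the housekeeping list (percentile 88.3) and 0 for the non-blood list (percentile 31.5). Against random lists matched on gene length, the myeloid list moved to percentile 96.3, past the 95th. Its median was 0 and its percentile 49.6 with −log10 q of at least 5. Ebf1, with 25 distal peaks, and Foxo1, with 21, had the highest numbers of the B-cell list. In the stem cell list, 12 of the 20 genes had none. A median of 0 is the lowest possible, so its percentile is only the midpoint of ties at 0. It does not show that distal peaks were few. Summed over genes, the stem cell list had 69 distal peaks, against 176 for the B-cell list and 32 for the housekeeping list. The sum was 24 for the myeloid list and 2 for the non-blood list. These sums were not compared with random lists.

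Peaks were next sought at 12 enhancer positions of blood genes. A peak lay within 2 kb of 4 of them. Random draws of genes with a peak at an end had a median of 3, and 41.1% of draws had at least as many. Only 4 of the 12 positions belong to a gene with a peak at an end, so these draws came from more acetylated genes. With draws matched on this state the median was 2, and 12.2% of draws had at least as many. The 4 were Spi1 at -14 kb (signal value 3.58), Runx1 at 23 kb (3 peaks, the strongest 3.85), Erg at 85 kb (9.77) and Hhex at 1 kb (4.56). The Spi1 and Erg positions were matched only from the low end of the gene and the Runx1 position only from the high end. Without strand in the gene table, each of these 3 matches holds only if that end is the start. No peak was found for Cebpa at 37 kb, Gata2 at 9.5 kb and at -77 kb, Gfi1 at -35 kb, Fli1 at 12 kb, Tal1 at 40 kb, Lmo2 at -75 kb and Gfi1b at 16 kb. Among peaks with −log10 q of at least 5, 2 positions had a peak, against a median of 2 in random draws. With a tolerance of 5 kb the number was 4 and the median of the random draws 5.

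Joining the 15480 distal peaks within 12 kb gave 8972 clusters, of which 5938 were single peaks. The ranked curve put 390 clusters (4.35%) at the top. They held 15.2% of the distal peaks and 34.3% of the summed signal value times length. The first was on chromosome 3 from 52258124 to 52357065, with 19 peaks, and overlapped Foxo1. It included the 40850 bp peak that was also counted above as a peak at an end of Foxo1. The summit of that peak lay 3.94 kb from the gene end, so the peak was distal by its summit. The next were on chromosome 16 from 95360227 to 95461245 over Erg (17 peaks), and on chromosome 16 from 58462910 to 58535050 over Dcbld2 and St3gal6 (14 peaks). The fourth lay on chromosome 15 from 85634810 to 85684414, overlapped no protein-coding gene and had its summit 67.2 kb from the nearest gene end, at Ppara (8 peaks). The fifth was on chromosome 14 from 25459425 to 25564408 over Zmiz1 (37 peaks). The number of top clusters was 134 with −log10 q of at least 5, and 131 of the 390 overlapped a top cluster of that list.

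The 5 peaks with the highest signal values included 3 near the high end of the X chromosome. These were 34.05 (169999095 to 169999671), 26.9 (170009183 to 170011465) and 22.7 (169996892 to 169998075), with Mid1 as the nearest protein-coding gene. The others were at Srsf5 on chromosome 12 (80944903 to 80946817, signal value 22.2) and at Efcab2 on chromosome 1 (178405201 to 178406942, signal value 19.9).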

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

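The list held to a q-value of at most 0.05, the length-matched random lists and all alternatives for the heavy chain locus, the second early B-cell list, the local background on X and the genes drawn for the enhancer positions were chosen only after the data were seen. Of 89 recomputed values, 58 kept their direction and their side of the threshold, or moved by less than the interval or factor set for them. Of the others, 22 moved, 7 changed direction or crossed the middle of the random lists, 1 passed the threshold only under the alternative and 1 no longer did.

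The threshold on the list had the widest effect. With −log10 q of at least 5, 8291 peaks covering 15.8 Mb were left. With a signal value of at least 4, 7787 peaks covering 15.05 Mb were left. Merging peaks within 1 kb left 17810 regions, and a q-value of at most 0.05 left 18089 peaks.

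The share of peaks near a gene end was 39.7% with 2.5 kb, 36.3% by any overlap with the window, 37.7% with all annotated genes and 34.4% after merging. It was 52.3% with −log10 q of at least 5, 53.5% with a signal value of at least 4 and 38.2% with a q-value of at most 0.05.

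The difference in signal value between near and distal peaks was 1.19 with 2.5 kb, 1.21 with all annotated genes, 0.49 with −log10 q of at least 5 and 1.07 with a q-value of at most 0.05. The difference in width changed direction in the stricter lists, to -86 bp with a q-value of at most 0.05 and -539.5 bp with −log10 q of at least 5. Of the peaks with a q-value above 0.05, which both lists leave out, 88.5% were distal. The cause of the change in width was not tested. The ratio of X to autosomes was 0.206 per megabase and 0.360 with −log10 q of at least 5.

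The percentile of the stem cell list for peaks at gene ends crossed the middle, from 28.8 to 52.5 with 2.5 kb and to 55.4 with −log10 q of at least 5. Its percentile for distal peaks went from 31.2, a midpoint of ties at a median of 0, to 80.2 with 100 kb. With −log10 q of at least 5, the percentiles for distal peaks were 49.6 for the myeloid and 49.6 for the housekeeping list, whose medians were then 0, as was the median of the random lists. Both percentiles are midpoints of ties at 0, and the non-blood list had 49.6 as well. Length-matched random lists put the myeloid list at 96.3. The cause of the other moves was not tested. The B-cell list stayed at or above percentile 99.9 in all its settings.

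The number of top clusters was 134 with −log10 q of at least 5. It ranged from 333 to 389 under the other alternatives. The number of enhancer positions with a peak ranged from 2 to 4. The share of random draws with at least as many fell from 41.1% to 12.2% with genes matched on having a peak at an end, and to 8.97% with all protein-coding genes. The heavy chain locus, with −log10 q of at least 5, had 43 peaks in place of 122, and the second early B-cell list fell under the 95th percentile, to 94.5. The share of X peaks with a local background was 21.2% without the high end of X, in place of 26.4%. The total depth is unknown, so how many of the weakest peaks a deeper input would keep was not measured.

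Leaving out single libraries was not possible, because the list holds no values of single libraries. No paired analysis was possible because the list holds no column of a single replicate. Motif counts, CpG content at summits and CpG-matched random lists were not run, because no genome sequence was used here.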

Other observations

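The tests of the steps in the values, of a small admixture, of sensitivity and of the X background without the high end were chosen only after the results were seen; the further gene lists and the immunoglobulin loci were chosen after the fixed lists had been seen, and the shortened B-cell list after the other further lists as well.

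The signal values and p-values of the list moved in fixed steps. A candidate explanation is a Poisson test of the whole-number H3K27ac pileup at the summit, scaled down to the depth of the input, against a genome-wide background. The values were solved for a background of 4.59 and a scale of 0.171. With these, 73.2% of the lines gave a whole pileup and the deposited p-value, against 2.73% when the p-values were shuffled among the lines. The 6153 other lines were solved with the same scale and a local background above the genome-wide one in 100% of cases, against 5.82% after shuffling. Of these local backgrounds, 56.0% were whole numbers. If the formula holds, the scaling factor means that the pooled H3K27ac libraries had 5.84 times the depth of the input. A pileup is the number of extended reads over a position. The unscaled pileup at the summit then ran from 59 to 1675 with a median of 106, over a genome-wide level of 26.8. In that case the local background comes from the shallower side of the comparison. Its effect on the precision of the weakest peaks was not measured.

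The list kept 4859 peaks with q-values above 0.05, up to 0.900. One technical explanation is that these are chance peaks without preference for gene ends. Of them, 11.5% (95% Wilson interval 10.7% to 12.5%) lay near a gene end, above each of 100 random placements of the same peaks, whose highest value was 3.58%. Moved by 50 kb, 3.75% and 4.69% did so. This argues against chance as the source of the whole group, but not of a part of it. A local background was used for 37.5% of these peaks and for 23.95% of the others.

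In cells sorted as HSC/MPP, the list carried peaks at more B-cell genes than any random list, and at no more stem cell and myeloid genes than most random lists; with −log10 q of at least 5 the stem cell list was near the middle (percentile 55.4). Genes without a peak at an end included Gata2, Tal1, Mecom, Hlf and Cebpa. B-cell genes with strong peaks included Ebf1 (signal value 12.4), Pou2af1 (11.3), Il7r (11.2), Dntt (11.1), Rag1 (9.31), Pax5 (8.45) and Vpreb1 (8.42). Of the stem cell genes, Meis1 (12.2), Runx1 (10.1) and Hoxa9 (7.44) had peaks of similar strength at an end. Erg had no peak at an end, but the second-ranked distal cluster lay over it. The strongest peak of that cluster had a signal value of 16.4, against 12.4 in the first-ranked cluster, over Foxo1. Within 50 kb, Kit had 15 distal peaks and Fli1 had 13, while 12 of the 20 stem cell genes had none. Several technical explanations were tested. Lower sensitivity at regulated genes than at housekeeping genes would put both lists low, but 0% of the random lists had as many genes with a peak as the B-cell list, while 79.3% had as many as the stem cell list. These are the values that raised the question, so they argue only against lower sensitivity at regulated genes in general. Lower sensitivity at stem cell genes alone stays open. Gene length as the cause of the distal peaks was argued against by the B-cell list's percentile of 100 among length-matched lists. A small admixture of B-lineage cells was predicted to leave the B-cell genes with weaker peaks than housekeeping genes, which every cell uses. The median signal value of B-cell genes with a peak was 8.45, against 5.998 for housekeeping genes. The 6 stem cell genes with a peak also had a higher median, 7.44. These medians leave out genes without a peak, and the main cell type is itself in question. A median of B-cell genes above that of housekeeping genes therefore does not show whether B-lineage cells were many or few. Over all 20 genes of each list, with genes lacking a peak at 0, the ratio of the medians of signal value minus 1 was 1.34 (bootstrap interval over genes 0.721 to 1.88). The acetylation of these genes per B-lineage cell was not measured, so these values do not give the share of B-lineage cells, and a small admixture stays open.

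Further lists narrowed the pattern. A second list of 10 early B-cell genes had 8 with a peak at an end (percentile 99.4 among length-matched random lists) and a median of 4.5 distal peaks. With −log10 q of at least 5 it had 5 (percentile 94.5). Of the 20 B-cell genes, 8 (Rag1, Rag2, Il7r, Dntt, Foxo1, Ikzf1, Tcf3 and Bach2) are also used by earlier progenitors. Without them, 9 of the remaining 12 had a peak (percentile 99.7). T-cell, erythroid and megakaryocyte genes with a peak at an end were no more frequent than in most random lists: 2 of 10 T-cell genes (percentile 10.4) and 1 of 10 erythroid and megakaryocyte genes (percentile 4.76) had a peak, and 4 of 10 mature B-cell genes (percentile 49.985). For distal peaks, the T-cell list was at percentile 24.2 and the erythroid and megakaryocyte list at 32.8, both midpoints of ties at a median of 0. The myeloid list was low at gene ends (percentile 12.1 among length-matched lists). For distal peaks it was past the 95th percentile among length-matched lists (96.3) and at 88.5 among all genes. With −log10 q of at least 5 it was at 49.6, a midpoint of ties at a median of 0. That value does not argue against the others, and distal acetylation at myeloid genes stays open. The immunoglobulin heavy chain locus on chromosome 12 held 122 peaks over 2.75 Mb, or 44.3 per megabase, against 8.49 over the genome. The strongest, from 113421275 to 113424372, had a signal value of 15.4. The kappa locus held 8 peaks over 3.17 Mb and the lambda locus 0 over 0.199 Mb. Of the heavy chain peaks, 43 had −log10 q of at least 5.

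A candidate explanation is that early B-lineage chromatin was present in the libraries (percentile 99.4 for the second early B-cell list). Counts of genes with a peak do not measure what share of the cells carried it, so most of the cells and a smaller part of them cannot be told apart. B-cell priming of Mll3/4-deleted stem and progenitor cells and cells other than those the labels name, a mislabelled sample included, cannot be told apart here. The list of 10 multipotent progenitor genes had 5 with a peak (percentile 84.7) and a median of 1.5 distal peaks (percentile 96.6), and no library of another genotype was analysed here. The sorting marker Ly6a had no peak at an end and 3 distal peaks within 50 kb, while Kit, which early B-lineage cells also use, had a signal value of 5.66. Angpt1 (7.22), Hoxa7 (7.65) and Mmrn1 (5.45) were among the progenitor genes with a peak, beside Meis1, Runx1 and Hoxa9 of the stem cell list. Cd34, Hoxb4, Vwf and Esam had none at an end. Of the random lists, 22.7% had at least as many genes with a peak at an end as the progenitor list. Only its distal peaks passed the 95th percentile, so whether part of a progenitor pattern was present stays open. A biological effect of the deletion stays open and untested. A look at libraries of a control genotype, or at expression of Gata2 and Pax5 in the same sorted cells, would be the next step.

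The X chromosome had 0.308 times as many peaks per gene as the autosomes. One explanation is a lower copy number of the X chromosome. In that case the local background on X would exceed the genome-wide one less often. It did so for 26.4% of X peaks (95% Wilson interval 21.9% to 31.4%), within the range of single autosomes, 19.4% to 31.2%, but 24 of these peaks lay at the high end of X, where 91.7% had a local background. Without them the share was 21.2% (17.0% to 26.1%), still within the range of the autosomes. Autosomal peaks would have a share of 3.63% if each input read of their local background were kept with probability 0.5. This argues against a single X copy as the cause. Weaker H3K27ac signal on X may contribute: the median signal value of the 180 X peaks near a gene end was 3.72, below each autosome, the lowest of which had 4.01. Cells from male mice were tested by the Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty. Of these 0 had a peak at an end, while 4 of their 4 X homologues did, with signal values from 3.61 to 7.41. Xist, which is transcribed from the inactive X chromosome of female cells, had a peak with a signal value of 6.67. Silencing of an X chromosome in female cells is a hypothesis that would fit weaker signal at unchanged copy number, and it was not tested further. The many X-linked genes silent in blood remain another untested explanation.

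The high end of the X chromosome stood apart. From 169969854 to 170676241 it held 24 peaks, with the 3 strongest of the whole list, whereas the highest signal value on the rest of the X chromosome was 13.4. Without these 24 the ratio of X to autosomes was 0.286. The 4 Y peaks lay between 90723636 and 90744569, near the high end of that chromosome's annotated genes. The highest backgrounds were also local. Of the 5 highest, 4 lay on chromosome 1 between 88249242 and 88266992, around Mroh2a and Hjurp, with values from 26.0 to 43.0, and the other, 30.0, lay at Mid1 on the X chromosome (169985095 to 169986066). Apart from the test of male cells for the Y peaks, no explanation of these regions was tested.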
